# Comprehensive analysis of plasma exosomal and non-exosomal microRNA profiles identifies potential early indicators of carcass traits in Japanese Black cattle

**DOI:** 10.1186/s12864-026-12820-w

**Published:** 2026-04-06

**Authors:** Kevin Otieno Amolo, Shota Inagaki, Yuya Adachi, Zeng Yang, Shinichiro Ogawa, Norihide Yokoi

**Keywords:** Blood biomarkers, Carcass traits, Exosomal microRNAs, Japanese Black cattle, Non-exosomal free circulating microRNAs

## Abstract

**Background:**

Plasma microRNAs (miRNAs), which exist in exosomal (EX) and non-exosomal free circulating (FC) fractions, can be utilized as blood biomarkers. To identify early indicators of carcass traits, we performed comprehensive analysis of plasma miRNAs separately on EX and FC fractions in Japanese Black cattle at 20, 25, and 30 months of age.

**Results:**

We found a total of 1,071 miRNAs including 39 novel miRNA candidates, in which 345 and 358 miRNAs exhibited in measurable amounts in EX and FC fractions, respectively. Profiles of these miRNAs were similar at 20 and 25 months, but collectively different from those at 30 months. We identified 86 and 80 differentially existed miRNAs (DE-miRNAs) between 25 and 30 months in EX and FC fractions, respectively. Among the DE-miRNAs, we revealed significant correlations of *bta-miR-150* (EX and FC), *-30b-5p* (EX), *-423-3p* (EX), and *-222* (FC) with several carcass traits including marbling score. Interestingly, target genes of these DE-miRNAs were functionally enriched in KEGG pathways such as PI3-Akt and MAPK signaling pathways, suggesting their functional relevance to carcass quality and quantity traits.

**Conclusions:**

We clarified changes in plasma EX and FC miRNA profiles during the fattening period and identified several miRNAs having correlations with carcass traits. These results could support the utility of plasma miRNAs as potential early indicators of carcass traits in Japanese Black cattle.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-026-12820-w.

## Background

Japanese Black cattle are fattened for relatively longer periods (~ 30 months of age) to maximize beef marbling and other carcass traits. However, long fattening period often results in high feed consumption and feed wastage due the lower feed efficiency especially during late fattening phase, thus contributing to high production cost of Japanese Black cattle [1]. It has been reported that several steers exhibit excess level of intramuscular fat content at younger ages [2], raising the possibilities of shortening the fattening period in Japanese Black cattle while maintaining the beef quality traits [1, 3]. Previous study has suggested that shortening the fattening period can reduce feed consumption without affecting the beef quality in Hanwoo cattle [4]. Because major carcass traits can only be observed after slaughter [5], decision of early slaughter would require early indicators of beef quality and quantity status in live Japanese Black steers.

MicroRNAs (miRNAs) are short, non-coding RNAs of approximately 19–23 nucleotides which regulate expression of multiple target genes at the post-transcriptional level [6, 7]. A variety of miRNAs have been detected in plasma as a result of passive or active leakages from cells expressing them. These miRNAs can be packed within exosomes (exosomal miRNAs), as well as be bound to plasma protein complexes (non-exosomal miRNAs). Plasma microRNAs are stable and can reliably be delivered from their donor cells to modulate the physiological state of the related recipient cells [8, 9] and their profiles potentially reflect the physiological state of various tissues of their origin [10–12]. To date, several studies have demonstrated the potential of plasma miRNAs as biomarkers for various physiological traits in cattle. For instance, plasma miRNAs are associated with early life performance and aging in dairy cattle [13, 14]; miRNAs in plasma small extracellular vesicles as potential early indicators of dairy cow subfertility [15]; the potential regulatory role of blood miRNAs in various lameness phenotypes in feedlot cattle [16]; blood microRNAs as potential candidate biomarkers in a subacute ruminal acidosis in Holstein–Friesian cows [17]; the potential of plasma miRNAs as biomarkers for early indicators of pregnancy in Japanese Black cattle [18, 19]. Although there is one study on plasma exosomal miRNA profiling using microarray and qPCR analyses during the fattening in different feeding conditions (indoor grain-feeding vs. grazing on pasture) of Japanese Black cattle [20], no studies have been reported using small RNA sequencing (RNA-seq) to analyze abundance of both plasma exosomal and non-exosomal miRNAs to associate them with carcass traits in Japanese Black cattle.

In the present study, to identify plasma miRNAs that could be potentially used as early indicators of carcass traits, we performed small RNA-seq to analyze plasma exosomal (EX) and non-exosomal free circulating (FC) miRNA profiles, separately during the fattening period of Japanese Black cattle. We identified differentially existed miRNAs (DE-miRNAs) whose abundance varied with age and also found four miRNAs showing significant correlations with carcass traits. These results may support the utility of plasma miRNAs as potential early indicators of carcass traits in Japanese Black cattle.

## Methods

### Animals and sample collection

This study used 28 Japanese Black fattened steers raised under the same feeding system at Kyoto University livestock farm, Kyotambacho, Kyoto, Japan. As with routine blood sampling for health check of the steers, whole blood samples were collected in the morning from jugular veins using Venoject II vacuum blood collection tubes (EDTA-2K) (Terumo) by the well-trained technical staff at the farm without any anesthesia. The blood samples were centrifuged to collect the plasma samples, which were then stored at –80 °C until RNA extraction. Around 30 months of age, all the 28 steers were commercially slaughtered by staff at the Kyoto City Central Wholesale Meat Market according to the standard procedures in Japan. For small RNA-seq, a total of nine plasma samples were collected from 3 out of the 28 steers at approximately 20, 25, and 30 months of age. The age at plasma sampling and carcass performance records at slaughter for the 3 steers are shown in Table S1A and S1B, respectively. For qPCR quantification and correlation analysis of the abundance of plasma miRNAs with carcass traits, we collected plasma samples from all the 28 steers at slaughter age (30.7 ± 1.0 months). For whole genome sequencing, the liver sample was collected from one of the steers just after the slaughter at the market and stored at –80 °C until DNA extraction.

### RNA extraction, small RNA-seq and quality analysis

Both EX and FC RNAs were extracted from 1 mL of plasma samples using Plasma/Serum Exosome and Free-Circulating RNA Isolation Mini Kit (Norgen Biotek) according to the manufacturer’s instructions. This RNA purification is based on spin column chromatography that employs Norgen’s proprietary resin. The RNA isolated from the purified exosomes is free from any protein-bound circulating RNA and is of the highest integrity. Moreover, the free-circulating, protein-bound, RNA is free from any exosomal RNA. Small RNA-seq was performed on the samples at 51 bp single-ended (> 20 M reads/sample) using Illumina NovaSeq 6000 at Azenta Life sciences. The raw data were preprocessed by removing adapter sequences and trimming off low-quality reads using Cutadapt (version 5.0) [21] and Trimmomatic (version 0.39) [22], respectively, retaining high-quality reads of 15–51 bp, which were evaluated using FastQC (version 0.12.1) [https://www.bioinformatics.babraham.ac.uk/projects/fastqc/].

### Generation of a genome sequence of Japanese Black cattle

A whole genome sequence of Japanese Black cattle was constructed through the resequencing approach. Genomic DNA was extracted from the liver of one the steers using Wizard Genomic DNA Purification Kit (Promega) according to the manufacturer’s instructions and the whole genome sequencing was performed at 151 bp paired ends (304 M reads, > 90 Gb) using the Illumina NovaSeq 6000 at Azenta Life sciences. Adapter sequences were removed from the sequencing data, followed by trimming off the low-quality reads, using Cutadapt (version 5.0) [21] and Trimmomatic (version 0.39) [22], respectively, retaining high-quality reads (297 M reads) for further analysis. The quality of the trimmed reads was evaluated using FastQC (version 0.12.1). By using BWA (version 0.7.18) [23], the sequencing reads were mapped to the bovine reference genome (ARS-UCD 1.2) obtained from NCBI database [24]. The average mapping rate and the coverage for each chromosome were calculated using SAMtools (version 1.16.1) [25]. By using BCFtools (version 1.21) [26], a total of 8,434,516 variants were detected between the reference genome and the Japanese Black steer, which were used to construct a whole genome sequence of Japanese Black cattle of 2.7 Gb (Table S2A and S2B).

### Identification of known and candidate novel miRNAs

Both known and candidate novel miRNAs were identified from the small RNA-seq reads using miRDeep2 software package (Version 2.0.1.2) [27]. The small RNA-seq reads were mapped to the Japanese Black cattle whole genome. The mapped reads were sequentially annotated to bovine miRNA precursor and respective mature sequences obtained from the miRBase (version 22.1) [28], using the miRDeep2.pl module. Known miRNAs were identified from the perfectly annotated reads, while unannotated ones were modeled into precursor sequences, using RNAfold algorithm [27]. Candidate novel miRNAs were identified from unannotated reads whose precursor sequences could be folded into stable hairpin structures based on selection criteria of miRDeep2 scores ≥ 2 and Randfold *P* < 0.05. Genomic loci of the candidate novel miRNAs were confirmed against bovine reference genome (ARS-UCD2.0) using NCBI BLASTn search tools, according to the previous report [29]. Lastly, total read counts data of detected known and candidate novel miRNAs were calculated using quantifier.pl module, under the default settings.

### Analysis of plasma miRNA profiles and differential abundance

The miRNA abundance data and differential profiles were analyzed using edgeR package (Version 4.0.16) [30]. First, the total read counts were count-per-million (CPM) normalized, and miRNAs with CPM normalized counts greater than 5 in at least 3 of the 9 samples for each EX and FC fractions were selected for downstream analysis. Statistical differences in the number of the selected miRNAs between any two ages were tested using two-tailed paired t-test at *P* < 0.05. To assess the overall miRNA profiles among the 18 samples, Multidimensional scaling (MDS) plotting was performed with the plotMDS function in edgeR using log-transformed CPM values of the commonly identified miRNAs between EX and FC fractions, according to the previous recommendation [31].

Next, the trimmed mean of M values (TMM)-based normalization was performed to correct for possible miRNA compositional biases among the samples within the age groups [32]. Thereafter, paired test was performed under the default settings [30] to identify from all miRNAs differentially existed miRNAs (DE-miRNAs) among the age groups whose abundance varied with |log2 fold change|> 1 between two age groups at Benjamini and Hochberg's false discovery rate (FDR) < 0.05 [33].

### Reverse transcription-quantitative PCR (RT-qPCR) for DE-miRNAs

First strand cDNAs were synthesized from the miRNAs using the Mir-X miRNA First-Strand Synthesis Kit (Takara Bio Inc.), and then Quantitative PCR was performed using KOD SYBR™ qPCR Mix (TOYOBO) according to the manufacturers’ instructions. The reverse transcription and qPCR experiments were performed in MiniAmp Plus thermal cycler (Thermo Fisher Scientific) and Applied Biosystems StepOne Plus (Applied Biosystems), respectively. The forward primer sequences are shown in Table S3, while the common reverse primer was obtained from the First-Strand Synthesis Kit. The qPCR data were normalized to that of *bta-miR-93* whose abundance was relatively constant among the samples. Then, relative abundance of the candidate DE-miRNAs in plasma sample from 28 steers at 30 months of age was calculated using the 2-^ΔΔCT^ method [34].

### Correlation analysis of the DE-miRNA abundance and carcass traits

Carcass performance records were obtained for 28 steers at slaughter. The traits analyzed were cold carcass weight (CW), ribeye area (RA), rib thickness (RT), subcutaneous fat thickness (SFT), estimated yield percentage (YP), and marbling score (MS), according to the Japan Meat Grading Association [35]. Basic statistics of their carcass performance records are shown in Table 1. The Spearman’s Rank correlation coefficients among the DE-miRNA abundance and carcass traits of the 28 steers were calculated using *corr_coef* function in *metan* package (version 1.18.0) [36] and correlation plots were generated using *plot_cor* function in R language (version 4.4.1).

**Table 1:** Basic statistics on carcass performance records of 28 steers

Trait	Mean	SD	Minimum	Maximum
Cold carcass weight (kg)	533.0	64.3	404.2	690.7
Ribeye area (cm^2^)	62.3	8.5	52	80
Rib thickness (cm)	8.5	0.9	6.9	11.1
Subcutaneous fat thickness (cm)	2.8	0.7	1.6	4.0
Estimated yield percentage (%)	74.0	1.4	71.4	77.2
Marbling score	7.1	1.6	3	10

*SD* standard deviation

### Prediction of target genes of the DE-miRNAs

Putative target genes for the candidate DE-miRNAs were predicted using *miRWalk* database (version 3.0) [37] with criteria of sequence complimentarily of the miRNA “seed” with ≥ 1 and of the 3’ UTR region sequences at score ≥ 95%, according to the previous report [38]. Additional target genes were obtained through *TargetScan* database (version 8.0) [39].

### Gene ontology and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses

Gene ontology (GO) analysis was performed for the list of putative target genes of miRNAs to predict the enriched biological processes (BP), cellular components (CC) and molecular functions (MF) using Database for Annotation, Visualization and Integrated Discovery (DAVID) functional annotation tool [40] under the default settings. In addition, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed for the list of putative target genes of miRNAs using clusterProfiler package [41] under the background genes from ‘org.Bt.eg.db’ database (version 3.18) [42].

### Statistical analysis

Statistical analyses were performed using R (version 4.4.1). Statistical differences in the number of the identified EX and FC miRNAs between any two ages were tested using two-tailed paired t-test. Differences were regarded as statistically significant if the *P* value was < 0.05.

## Results

### Reliability of the small RNA-seq reads and identification of plasma miRNAs

We obtained reliable sequencing reads with 99.99% sequencing confidence. The small RNA-seq reads quality and mapping results of all the 18 (9 EX and 9 FC) sequenced RNA samples are shown in (Table S4). 

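Plasma was taken from 3 steers at about 20, 25 and 30 months of age. Each plasma sample gave 1 EX library, from the RNA of exosomes (small vesicles released by cells), and 1 FC library, from the RNA left outside them. Each combination of fraction and age therefore had 3 libraries, 1 per steer. The authors deposited a table of read counts per miRNA and a table of CPM-normalized counts, in which each count is divided by the total of its library. To make them, they trimmed the reads, mapped them to a cattle genome and assigned them to mature miRNAs. Part of the counts are not whole numbers, as when a read shared by several miRNAs is divided among them. Counts were rounded for the tests.

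The median number of counts assigned to miRNAs per EX library was 2052337 (range 2026702 to 2778618) at 20 months, 2250628 (1837454 to 2437284) at 25 months and 1082798 (991354 to 1988408) at 30 months. In FC it was 9334446 (7222665 to 12088735), 9661564 (6958135 to 11065929) and 3803203 (3615234 to 4871908). At these totals, a floor of 3 counts corresponds to 1.08 to 3.03 CPM in EX and 0.248 to 0.83 CPM in FC. This floor covers counting only. Reads copied from the same molecule by PCR are not independent, so the true limit is higher.

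In 4 FC libraries, those of steer 3 at 25 months and of all 3 steers at 30 months, the lower part of the count table stood 1 row away from the CPM table. Below the first miRNA that differed, 114 of 115 values at 25 months and 113 of 113 in each library at 30 months equalled the CPM value of the next row. The counts of the miRNAs that differed were therefore recomputed from the CPM table. The other 14 libraries were used with their rows as they stood.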

The average optimum lengths of preprocessed reads were between 18–24 nucleotides, with the peak at 22 nucleotides (Fig. S1A and S1B), which characteristically indicates the lengths of mature miRNAs. On average, 43% and 71% of the reads from the EX and FC fractions, respectively, were mapped to the miRNA genomic regions (Table S4), corresponding to 1,030 known (Table S5) and 41 candidate novel miRNAs, respectively (Table S6). However, we found that *novel-miR-3* was the same as *bta-miR-2285au* (Fig. S2A). In addition, *novel-miR-30* was found to be a bovine ortholog of the known *miR-203a-3p* in other species such as humans (Fig. S2B); thus, it should be annotated as *bta-miR-203a-3p*. Accordingly, the remaining 39 miRNAs might be genuine novel miRNAs in cattle.

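The count table lists 1071 miRNAs, of which 572 had a count in at least 1 EX library and 784 in at least 1 FC library. Of the 41 candidate miRNAs, which are named here as candidate-miR with the number of Table S6, 20 had CPM-normalized counts > 5 in at least 3 libraries of EX, and 20 in FC.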

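The sequences of *candidate-miR-3* and *bta-miR-2285au* were aligned from the 5′ end without gaps. They differ at 1 of 22 positions, by the substitution C13U (base of the known miRNA first). The mean abundance over the 9 libraries of a fraction was 14.3 ± 12.9 CPM (mean ± SD) in EX and 10.5 ± 4.65 CPM in FC for *candidate-miR-3*, against 1.15 ± 0.514 and 0.808 ± 0.198 CPM for *bta-miR-2285au*. In EX, the mean of the latter lies near the floor of 3 counts.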

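The sequence of *candidate-miR-30* is GUGAAAUGUUUAGGACCACUAG, and 0 of the 1030 known miRNAs in the table have the same bases 2 to 8. Its mean abundance was 908 ± 556 CPM in EX and 762 ± 324 CPM in FC (mean ± SD, 9 libraries each). In EX it went from 547 ± 185 CPM at 25 months to 1360 ± 752 CPM at 30 months (3 libraries each; log2 fold change 0.83, standard error 0.40, FDR 0.204). In FC the values were 713 ± 246 and 693 ± 205 CPM (log2 fold change −0.15, standard error 0.35, FDR 0.763). The fit and the source of the standard error are those given for the DE-miRNAs. No human sequence was used here.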

### Changes in plasma miRNA profiles during the fattening period

Among a total of 1,071 miRNAs identified, 345 and 358 had CPM-normalized counts > 5 in at least 3 samples of the EX and FC fractions, respectively. 

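CPM-normalized counts were recomputed from the counts, and a miRNA was selected when it exceeded 5 CPM in at least 3 of the 9 libraries of a fraction. This gave 345 miRNAs in EX and 358 in FC, and all of them match the abundances of Table S7 in every library. The setting that moved these numbers most was CPM > 5 in all 9 libraries for EX, with 170 miRNAs, and CPM > 1 in at least 3 libraries for FC, with 488.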

The average CPM-normalized counts of the top 10 most abundant common miRNAs accounted for 57% of the total abundance for 345 and 358 miRNAs in EX and FC fractions, respectively (Fig. 1A and B). 

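The 10 miRNAs with the highest mean CPM held 56.5 ± 5.74% of the abundance of the selected miRNAs in EX and 57.2 ± 2.91% in FC (mean ± SD over 9 libraries). By age, the share was 59.2%, 59.2% and 51.1% in EX, and 57.5%, 57.6% and 56.4% in FC, at 20, 25 and 30 months. The most abundant miRNA was *bta-miR-16b* in both fractions, with 12.4% in EX and 11.5% in FC. *bta-miR-150* followed in EX with 10.7%, and *bta-miR-21-5p* in FC with 10.1%. The lists of 10 had 8 miRNAs in common. Each fraction was ranked by itself here, while the paper's share is for common miRNAs. Of the 10 miRNAs here, 9 in EX and 9 in FC are in the paper's list, so the sets differ slightly. With TMM-normalized CPM the share became 57.3% in EX and 57.5% in FC.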

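Abundances are mean ± SD over 3 libraries, at 20, 25 and 30 months in this order. In EX, *bta-miR-142-5p* stood at 37200 ± 2590, 41800 ± 11800 and 14800 ± 3630 CPM (30 against 25 months: log2 fold change −1.96, standard error 0.35, FDR 0.00794). *bta-miR-150* stood at 144000 ± 22200, 164000 ± 98200 and 13200 ± 5250 CPM (log2 fold change −4.06, standard error 0.60, FDR 0.00452). *bta-miR-192* stood at 34200 ± 7180, 35400 ± 13800 and 76200 ± 11100 CPM (log2 fold change 0.73, standard error 0.30, FDR 0.145).

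In FC, *bta-miR-142-5p* stood at 39100 ± 1940, 46900 ± 17300 and 22200 ± 3450 CPM (log2 fold change −1.20, standard error 0.38, FDR 0.0558). *bta-miR-150* stood at 74100 ± 7650, 112000 ± 71800 and 11900 ± 6090 CPM (log2 fold change −3.38, standard error 0.62, FDR 0.0136). *bta-miR-192* stood at 54100 ± 6830, 60300 ± 26100 and 109000 ± 15700 CPM (log2 fold change 0.84, standard error 0.27, FDR 0.0593). Each of these changes from 25 to 30 months had the same direction in all 3 steers. The counts of *bta-miR-192* are not whole numbers, so they include reads shared with other miRNAs. The fit and the source of the standard error are those given for the DE-miRNAs.

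**Figure D1:**
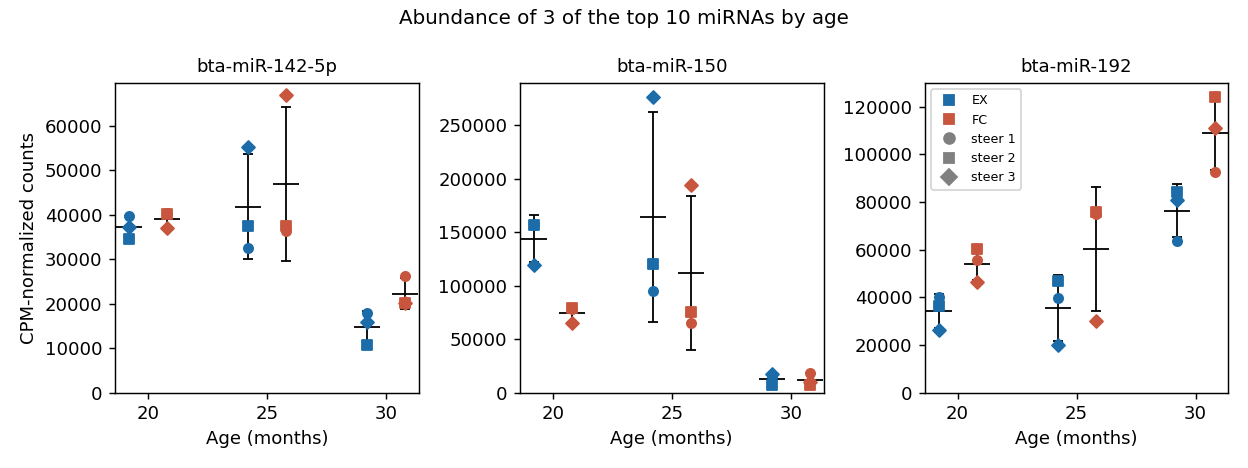
CPM-normalized counts of *bta-miR-142-5p*, *bta-miR-150* and *bta-miR-192* by age. Blue, EX; red, FC. Each point is 1 library, with the marker shape giving the steer. Black bars show mean ± SD over 3 libraries.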

Among the top 10 abundant miRNAs, the existence level of *bta-miR-142-5p* and *−150* were greater at 20 and 25 months than 30 months of age, while that of *bta-miR-192* was greater at 30 months in both fractions (Tables S7 and S8). 

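The miRNAs selected in both fractions number 330, of which 313 are known and 17 are candidates. They hold 99.8% of all counts assigned to miRNAs in EX and 99.1% in FC, pooled over the libraries of a fraction.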

A total of 330 miRNAs (313 known and 17 candidate novel) were common in both fractions (Fig. 1C). 

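A miRNA was counted as present in a library when its count was above 0, among the 345 miRNAs selected in EX. Steers 1, 2 and 3 had 328, 333 and 328 present miRNAs at 20 months, 322, 311 and 329 at 25 months, and 249, 234 and 267 at 30 months. The means ± SD were 330 ± 2.89, 321 ± 9.07 and 250 ± 16.5. From 20 to 25 months the number changed by −6, −22 and +1. From 25 to 30 months it fell by 73, 77 and 62, a mean change of −70.7. With 3 steers, an exact two-sided sign-flip test of this fall gives p = 0.25, the smallest p it allows. An exact one-sided test over the 27 ways to choose 1 age per steer gives p = 0.037, also the smallest possible. The alternative that moved the fall most put all libraries of a steer at the molecule number implied by its 30 months library, and the number then rose by 15.5. There, the 30 months counts were divided by their most common value and the other libraries drawn at random. This molecule number is probably set too low. When only the 25 months profile was drawn at it, the miRNAs lost amounted to 160% of the mean fall. At 2 and 4 times the number they amounted to 113% and 72.6%.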

The number of EX miRNAs showed a decreasing trend with fattening age in all the steers, with a significant reduction at 30 months of age (Fig. S3). 

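The MDS plot was recomputed from the log2 CPM (prior count 2) of the 330 common miRNAs. Its first and second dimensions hold 37.8% and 13.1% of the variance. On the first dimension, the 20 and 25 months libraries of both fractions lie between −0.73 and −0.19, the FC libraries at 30 months between −0.09 and 0.18, and the EX libraries at 30 months between 1.59 and 2.52. The 3 EX libraries at 30 months are spread along the second dimension, at 1.47, −1.62 and 0.71. The distance between a pair of libraries is the root mean square of their log2 differences over the same miRNAs. Its mean among the 3 EX libraries at 30 months was 3.12, close to the 3.16 between them and the EX libraries at 20 and 25 months. Among the EX libraries at 20 and 25 months it was 1.74. In FC these means were 1.49 among the 30 months libraries, 1.60 between them and the earlier ones and 0.78 among the earlier ones.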

The MDS plot showed three clusters; one including all samples at 20 and 25 months; one including all EX samples at 30 months; one including all FC samples at 30 months (Fig. 1D). This implies similar miRNA profiles among 20 and 25 months, which were collectively different with those of 30 months of age.

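The paper reasons from the position of the libraries in the MDS plot to the likeness of the profiles at 20 and 25 months. The excess distance sets the 30 months libraries against the others. It is the mean distance of the 30 months libraries to the others minus the mean distance among the others. It was 1.42 in EX and 0.82 in FC. Among the 27 ways to choose 1 age per steer, 0 gave a larger excess in either fraction (exact one-sided test, p = 0.037 in each, the smallest p possible). The alternative that moved it most used the molecule number implied by the 30 months libraries, with an excess of 0.23 in EX and 0.25 in FC. Scatter among the 30 months libraries also raises the excess. The distance between the mean profiles, with the scatter within groups taken out, was therefore added after the results were seen. It was 1.91 in EX and 1.08 in FC, and 0 of the 27 choices gave a larger one in either fraction.

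Between 20 and 25 months, the test of each miRNA found 1 DE-miRNA in EX among 345, with 8 at unadjusted p under 0.05, and 0 in FC among 358, with 13 at unadjusted p under 0.05. A fit to simulated counts with the spread of these data recovered 36% of 200 changed miRNAs in EX and 64% in FC. It made 73 calls in EX and 131 in FC. The simulation changed 200 of 345 miRNAs in EX and 200 of 358 in FC, and the sizes of these changes are not given here. No recovery is given for the contrast of 20 and 25 months, so these shares do not carry over to it. The 1 and 0 calls therefore cannot decide how many miRNAs changed between 20 and 25 months. Recovery by size of change was not measured either, so changes missed by the test are not excluded.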

**Fig. 1:**
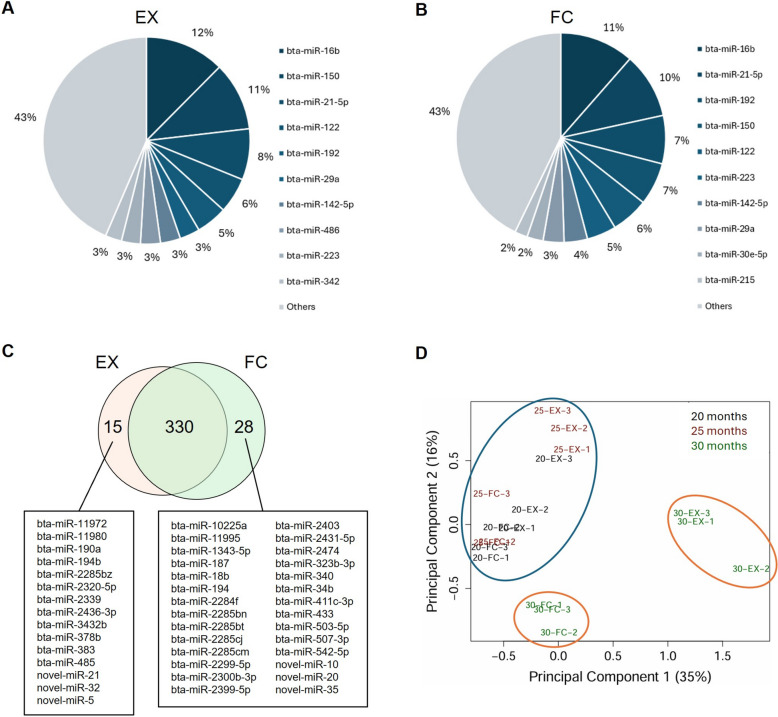
Plasma miRNA profiles during the fattening period. **A** and **B** Pie chart of the top 10 most abundant EX and FC miRNAs, respectively. **C** Venn diagram of EX and FC miRNAs whose CPM-normalized counts were > 5 in at least 3 samples of the respective plasma fractions. The lists show 15 and 28 miRNAs that exclusively existed in EX and FC fractions, respectively. **D** MDS plot based on the log of the CPM-normalized values of the 330 commonly existed miRNAs. The blue eclipse shows a single cluster at 20 and 25 months of age, while brown eclipses show two separate clusters for each of the EX and FC fractions at 30 months of age

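Exclusive here means selected in 1 fraction only. All 15 miRNAs selected only in EX also had a count in FC, with a median abundance of 7.16 CPM in EX and 2.08 CPM in FC. Of the 28 selected only in FC, 27 had a count in EX, with a median of 4.92 CPM in FC and 2.41 CPM in EX. Most of the 28 had the higher mean in FC, but some had it in EX. *bta-miR-2431-5p* had 8.66 CPM in EX and 4.45 CPM in FC, and *bta-miR-2300b-3p* had 7.43 and 2.49 CPM. The lists also hold *bta-miR-194* in FC and *bta-miR-194b* in EX, and their values were looked at after all results were known. In EX, *bta-miR-194* had 5472 and 5793 CPM in 2 libraries and 0 in the other 7.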

We identified 86 EX and 80 FC DE-miRNAs between 25 and 30 months of age (Fig. 2A and B, Table S9). 

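DE-miRNAs were called with the quasi-likelihood test of edgeR on TMM-normalized counts, at FDR under 0.05 and |log2 fold change| > 1. All 9 libraries of a fraction were fitted together with steer as a block, because the paper used a paired test. Standard errors are derived as |log2 fold change| divided by the square root of the F statistic. Between 25 and 30 months this gave 49 DE-miRNAs in EX (13 higher and 36 lower at 30 months) and 56 in FC (20 higher and 36 lower). At unadjusted p under 0.05 there were 102 of 345 in EX and 133 of 358 in FC. Leaving out 1 steer moved these numbers most, to between 0 and 18 in EX and between 1 and 54 in FC. The likelihood ratio test, whose statistic is listed in Table S9, gave 90 in EX and 79 in FC, and DESeq2 85 and 80. Without steer as a block there were 66 and 60. The mean correlation of age-adjusted profiles in FC was 0.12 between libraries of the same steer and −0.06 between those of different steers; in EX it was 0.025 and −0.013. Between EX and FC libraries of the same age it was 0.233 for the same steer, that is, the same plasma sample, and −0.118 for different steers.

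Of the DE-miRNAs in EX, 47 are among the 86 of Table S9, and all 86 are called by the likelihood ratio test. In FC, all 56 are among the 80 of the table, and the likelihood ratio test calls 79 of them. Every miRNA called here changed in the same direction in all 3 steers. DE-miRNAs of both fractions numbered 24, of which 6 were higher at 30 months in both and the rest lower in both. In EX, 9 of the 36 lower DE-miRNAs had 0 counts in all 3 libraries at 30 months, and in FC 1 of 36. No fold change is given for these. Low counts of the EX libraries at 30 months gathered around 42.2, 76.7 and 37.9 CPM in steers 1, 2 and 3. Of the 9 in EX, all but *bta-miR-184* had means of only 18.5 to 59.6 CPM at 25 months. If 1 molecule gave counts of that size, their 0 counts do not by themselves show a loss.

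In EX, *candidate-miR-40* rose from 479 ± 158 CPM (mean ± SD, 3 libraries) at 25 months to 4880 ± 2000 CPM at 30 months (log2 fold change 2.89, standard error 0.30, FDR 0.00295). *bta-miR-375* rose from 1130 ± 374 to 4640 ± 838 CPM (log2 fold change 1.60, standard error 0.21), and *bta-miR-1246* from 962 ± 212 to 4640 ± 1310 CPM (log2 fold change 1.79, standard error 0.26). *bta-miR-374a* went from 719 ± 203 to 103 ± 42.1 CPM (log2 fold change −3.31, standard error 0.43). *bta-miR-184* went from 304 to 1587 counts per library to 0.

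In FC, *candidate-miR-40* rose from 33.8 ± 16.2 to 558 ± 178 CPM (log2 fold change 3.98, standard error 0.29, FDR 0.000112), *candidate-miR-38* from 9.54 ± 5.03 to 185 ± 29.5 CPM (log2 fold change 4.30, standard error 0.45, FDR 0.00124) and *bta-miR-11987* from 13.8 ± 7.76 to 151 ± 40.0 CPM (log2 fold change 3.47, standard error 0.39, FDR 0.00133). *bta-miR-363* went from 114 ± 8.25 to 17.4 ± 7.63 CPM (log2 fold change −2.92, standard error 0.44, FDR 0.00673), and *bta-miR-2285bf* from 570 ± 112 to 131 ± 9.73 CPM (log2 fold change −2.26, standard error 0.33). *bta-miR-885* went from 138 to 287 counts per library to at most 2. The counts of *bta-miR-374a* and *bta-miR-2285bf* include shared reads.

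**Figure D2:**
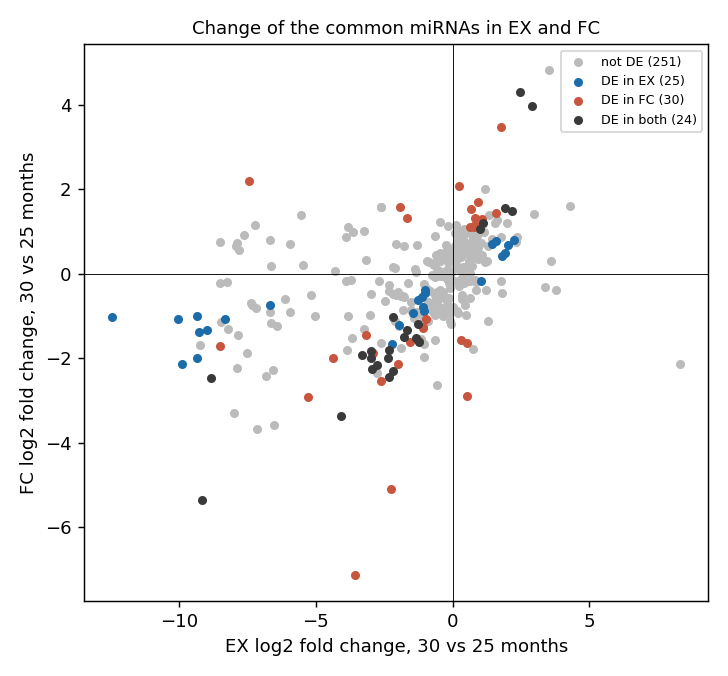
Log2 fold change of the 330 common miRNAs from 25 to 30 months of age, EX against FC, from the fit of each fraction (3 libraries per age). Each point is 1 miRNA. Grey, not DE (251); blue, DE in EX only (25); red, DE in FC only (30); black, DE in both (24). Points far to the left include miRNAs with 0 counts at 30 months.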

Hierarchical clustering of the EX and FC DE-miRNAs revealed single clusters at 30 months and collective ones at 20 and 25 months of age, respectively (Fig. 2C and D).

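Libraries were clustered by complete linkage on the log2 CPM of the DE-miRNAs, scaled to the same spread for each miRNA. In each fraction, the first division of the tree set the 30 months libraries apart from the 20 and 25 months ones, with 0 libraries misplaced. These miRNAs were chosen because they differ between 25 and 30 months, so this division follows in part from the choice. With all 345 and 358 selected miRNAs, and with average linkage on the DE-miRNAs, 0 libraries were misplaced as well.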

**Fig. 2:**
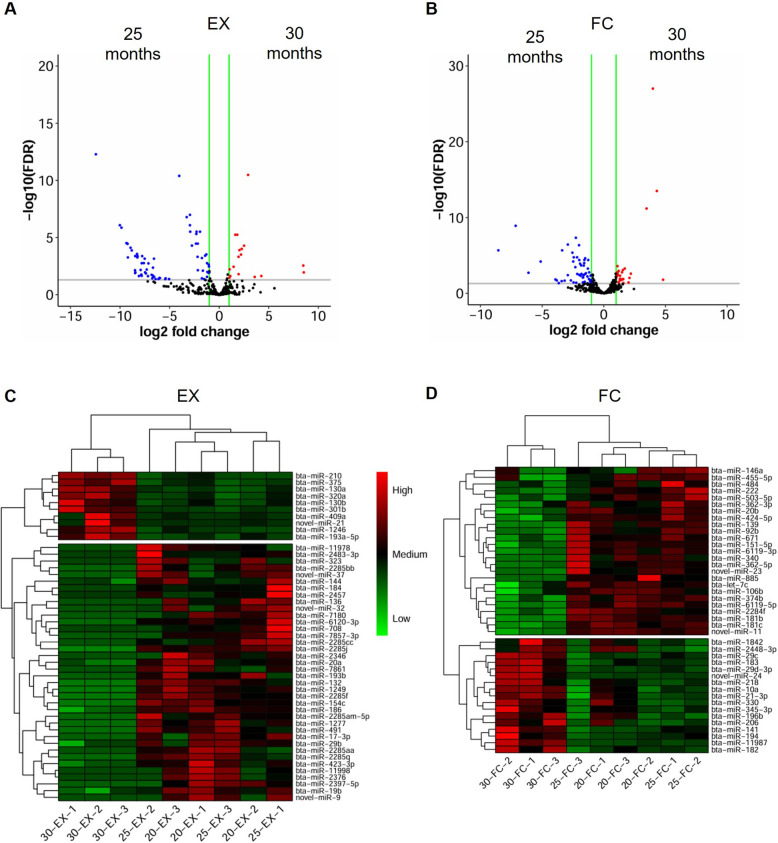
DE-miRNAs between 25 and 30 months of age. **A** and **B** The volcano plots for 86 and 80 DE-miRNAs in EX and FC fractions, respectively. Each dot represents a single miRNA, with red and blue dots indicating upregulated and downregulated DE-miRNAs at 30 months of age, respectively. Green horizontal lines indicate |log2 fold change|> 1, while grey horizontal ones, -log10 (FDR) ≥ 1.3 thresholds. **C** and **D** Hierarchical clustering of the EX and FC DE-miRNAs, respectively. Red and green colors represent higher and lower miRNA abundance at 30 months of age, compared to 20 and 25 months of age, respectively

### qPCR quantification of the DE-miRNA abundance and correlation with carcass traits

Among the identified DE-miRNAs from the sRNA-seq analysis, 36 EX and 40 FC miRNAs had normalized abundance of > 50 counts in all samples of respective fraction at 30 months of age, and therefore they were subjected to qPCR analysis. 

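Above 50 CPM in all 3 libraries at 30 months were 37 of the DE-miRNAs in EX and 35 in FC. With the likelihood ratio test the number became 40 in each fraction. Among the miRNAs the paper carries forward, *bta-miR-30b-5p* in EX went from 509 ± 79.6 CPM at 25 months to 92.7 ± 37.6 CPM at 30 months (mean ± SD, 3 libraries each; log2 fold change −2.98, standard error 0.39). *bta-miR-423-3p* went from 3090 ± 222 to 1790 ± 262 CPM (log2 fold change −1.25, standard error 0.25, FDR 0.0117) and *bta-miR-222* from 724 ± 274 to 496 ± 310 CPM (log2 fold change −1.07, standard error 0.33, FDR 0.0653). With library size only in place of TMM, the log2 fold change of *bta-miR-423-3p* in EX was −0.774, inside the limit of 1. RLE and upper quartile gave −1.188 and −1.195.

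In FC, *bta-miR-30b-5p* went from 438 ± 108 to 134 ± 34.6 CPM (log2 fold change −1.84, standard error 0.39, FDR 0.0194), *bta-miR-423-3p* from 2180 ± 342 to 1540 ± 147 CPM (log2 fold change −0.62, standard error 0.22, FDR 0.0753) and *bta-miR-222* from 945 ± 346 to 413 ± 76.1 CPM (log2 fold change −1.26, standard error 0.22, FDR 0.0118). The counts of *bta-miR-30b-5p* include shared reads. The qPCR data and the carcass records were not used here.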

As a result, 11 EX and 15 FC DE-miRNAs showed specific amplifications and were quantified in respective plasma fractions of the 28 Japanese Black steers at 30 months of age (Table S10). Among the EX miRNAs, the abundance of *bta-miR-150* showed significant correlations with MS (*r* = 0.54; *P* = 0.003), YP (*r* = 0.43; *P* = 0.021), and RA (*r* = 0.51; *P* = 0.005), while those of *bta-miR-30b-5p* and -*423-3p* with SF (*r* = –0.50; *P* = 0.006) and MS (*r* = –0.41; *P* = 0.044), respectively (Fig. 3A-F). Among the FC miRNAs, *bta-miR-150* significantly correlated with MS (*r* = 0.43; *P* = 0.024) and RA (*r* = 0.42; *P* = 0.029), while *bta-miR-222* with YP (*r* = –0.41; *P* = 0.031) and RA (*r* = –0.42; *P* = 0.026) (Fig. 4A-E).

**Fig. 3:**
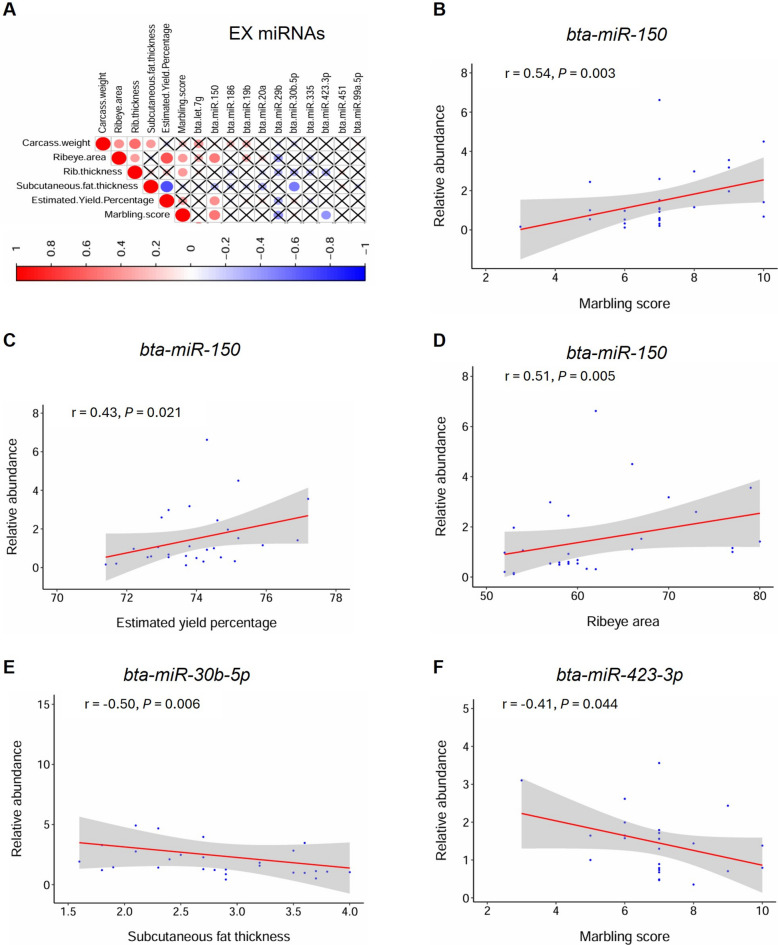
Correlation analysis of the abundance of EX miRNAs with the carcass traits. **A** Correlation heatmap with the circles showing the Spearman’s rank correlation coefficients. Red and blue colors represent positive and negative values, respectively, while sizes represent the magnitude of the correlations. ‘X’ crosses indicate nonsignificant correlations (*P* > 0.05). **B**, **C** and **D** Significant correlation plots of *bta-miR-150* with marbling score, estimated yield percentage, and ribeye area, respectively. **E** and **F** That of *bta-miR-30b-5p* and *−423-3p* and with subcutaneous fat thickness and marbling score, respectively. Y-axis shows the miRNA relative abundance, while the X-axis shows the measurement values of the carcass traits

**Fig. 4:**
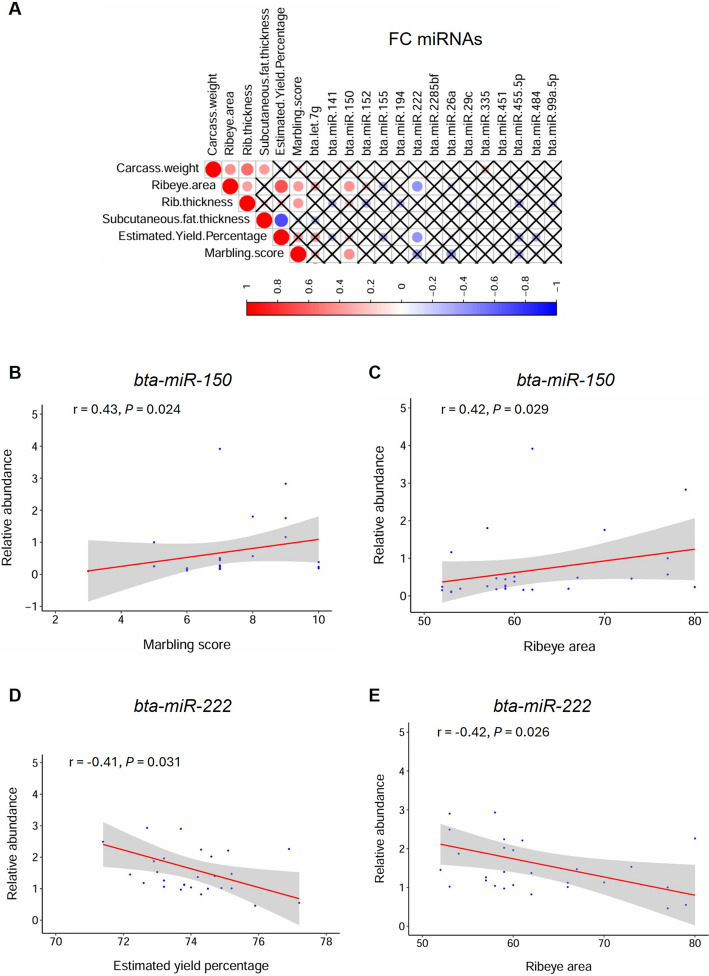
Correlation analysis of the abundance of FC miRNAs with the carcass traits. **A** Correlation heatmap with the circles showing the Spearman’s rank correlation coefficients. Red and blue colors represent positive and negative values, respectively, while sizes represent the magnitude of the correlations. ‘X’ crosses indicate nonsignificant correlations (*P* > 0.05). **B** and **C** Significant correlation plots of *bta-miR-150* with marbling score and ribeye area, respectively. **D** and **E** Significant correlation plots of *bta-miR-222* with estimated yield percentage and ribeye area, respectively. Y-axis shows the miRNA relative abundance, while the X-axis shows the measurement values of the carcass traits

### Functionally enriched GO terms and KEGG pathways for correlated miRNAs

We predicted 700, 502, 585, and 660 putative target genes for *bta-miR-150, −30b-5p*, *−423-3p,* and *−222*, respectively (Table S11), which were significantly enriched in 14, 10, 9, and 13 GO terms, and 11, 12, 9, and 12 KEGG pathways, respectively **(**Fig. 5A-D). The GO terms including nucleoplasm, cytosol, and cytoplasm were commonly enriched in the target genes for the correlated miRNAs. Signaling pathways such as PI3K-Akt, mTOR, and Wnt were commonly enriched in both *bta-miR-150* and *−222*. Signaling pathways regulating pluripotency of stem cells were common in both *bta-miR-150* and *−30b-5p*, while MAPK signaling pathway in both *bta-miR-222* and *−423-3p*.

**Fig. 5:**
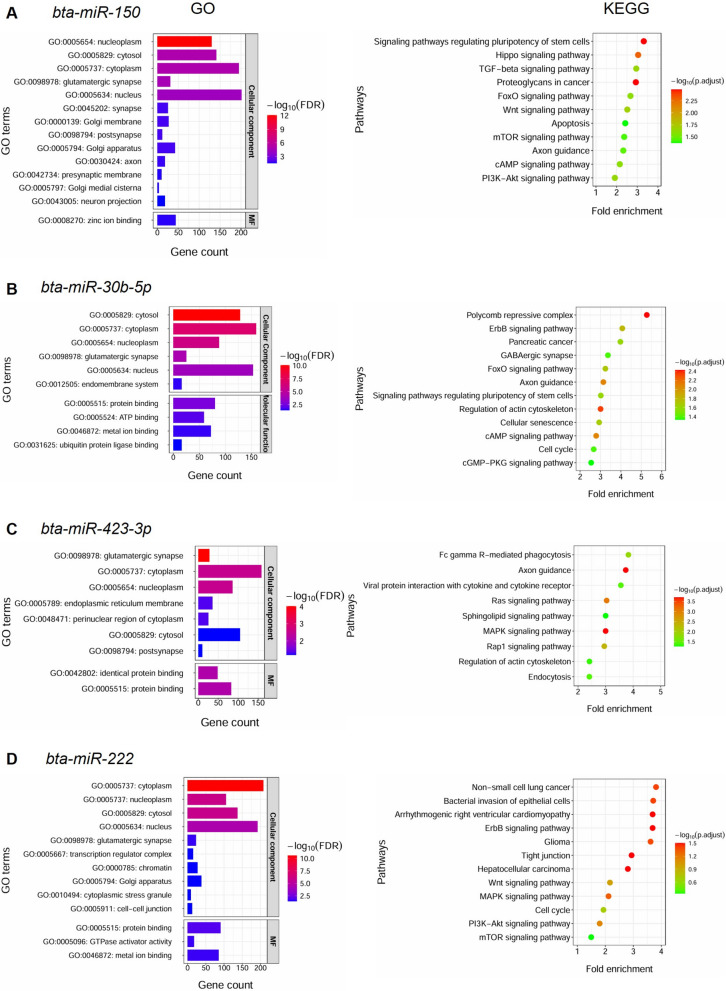
Functional enrichment analysis of the target genes of the correlated miRNAs. **A**, **B**, **C**, and **D** Significantly enriched GO terms (left) and KEGG pathways (right) for the target genes of *bta-miR-150, −30b-5p, −423-3p*, and *−222*, respectively. For GO terms, Y-axis shows the list of the enriched GO terms, while X-axis shows the number of genes involved in each GO term. For KEGG pathways, Y-axis shows the list of the enriched KEGG pathways, while X-axis shows fold enrichment which is defined as the percentage of genes belonging to the respective pathway, divided by the corresponding percentage in the background

## Discussion

We obtained high-quality small RNA-seq data corresponding to mature miRNAs from all the plasma samples, implying that the sequencing reads were reliable for extracellular miRNA profiling [43]. Nevertheless, we observed a low mapping rate for the EX fractions (43.6% on average) (Table S4), similar to previously reported mapping rate of 27–43% for EX miRNAs in humans [44]. We found a total of 1,071 miRNAs, including 41 potential candidate miRNAs. All the 41 potential candidate miRNAs had similar identities with the existing miRNAs, suggesting that they were from miRNA lineage. Among them, *novel-miR-3* has been revealed to be the same as *bta-miR-2285au*, having an SNP between Hereford and Japanese Black cattle (Fig. S2A). In addition, *novel-miR-30* was the same as *miR-203a-3p* in other mammalian species. Thus, *novel-miR-30* is now annotated as *bta-miR-203a-3p*. This is the first study to report on the existence of *bta-miR-203a-3p*. 

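The seed was taken as bases 2 to 8 and compared with those of the known miRNAs in the table. *candidate-miR-4* shares it with 12 of them, *candidate-miR-6* with 4, *candidate-miR-39* with *bta-miR-2284aa* and *bta-miR-2284z*, *candidate-miR-14* with *bta-miR-655* and *candidate-miR-17* with *bta-miR-2285az*. *candidate-miR-7* and *candidate-miR-13* share it with 0. With bases 2 to 7, *candidate-miR-7* shares it with 2 and *candidate-miR-13* still with 0. Over the 9 libraries of a fraction, *candidate-miR-6* had 19.1 ± 16.8 CPM in EX and 33.8 ± 18.9 CPM in FC (mean ± SD), and *candidate-miR-17* had 16.1 ± 11.4 CPM in EX. The other five had means below 3 CPM in both fractions, near or under the floor of 3 counts in EX. Of these 7 miRNAs, *candidate-miR-6* in EX went from 28 to 101 counts per library at 25 months to 0 at 30 months. In FC it went from 48.6 ± 8.82 to 10.1 ± 4.05 CPM (3 libraries each; log2 fold change −2.48, standard error 0.46, FDR 0.0136). In EX, its mean of 26.7 CPM at 25 months lies below the 37.9 to 76.7 CPM around which low counts gathered at 30 months. The 0 counts there may therefore come from few molecules. The paper reasons from a shared seed to membership of a family.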

Lastly, *novel-miR-4, −6, −7, −13, −14, −17,* and *−39* had the same “seed” sequences as the known bovine miRNAs (Fig. S2C), implying that they belong to the existing miRNA families. MiRNA families have common structures and functions [45], thus, these candidate novel miRNAs may share physiological functions with the known miRNAs.

We identified 345 EX and 358 FC miRNAs which were present in measurable amounts in the plasma of Japanese Black steers during the fattening period. This is the first study to profile plasma EX and FC miRNAs separately in Japanese Black cattle. To date, it has been reported that microarray analysis of miRNAs from the plasma extracellular vesicles led to the detection of 202 miRNAs in fattened Japanese Black cattle [20]. Our data surpasses this in both quality and quantity. In Holstein–Friesian cross cows, small RNA-seq identified 386 [46] and 315 [47] miRNAs in plasma samples (> 10 reads per sample). In Holstein cows, small RNA-seq found 520 miRNAs in plasma, with 360 of those shared by all cows [17]. Our findings correspond well to the previous reports.

By correlation analyses using the 28 Japanese Black steers at 30 months of age, we found that the abundance of EX and FC *bta-miR-150* showed significant positive correlations with several carcass traits, such as MS, YP, and RA. Interestingly, *bta-miR-150* promotes differentiation of Qinchuan cattle-derived preadipocytes, possibly by modulating AKT1 phosphorylation within the PI3K/Akt/mTOR pathways [48]. In addition, high expression of *mmu-miR-150* has been linked to lipid metabolism in adipose tissue by modulating proinflammatory genes including *AdipoR2* and *Lep* in mice [49, 50]. These facts suggest that *bta-miR-150* may be associated with fat-related traits. The abundance of EX *bta-miR-30b-5p* negatively correlated with SF. *RGS2* (regulator of G protein signaling 2) is one of the target genes of *miR-30b-5p*, and *RGS2* knockout mice exhibit reduced weight and fat deposits [51], suggesting that *bta-miR-30b-5* may be associated with weight and fat-related traits. The abundance of EX *bta-miR-423-3p* showed a significant negative correlation with MS. Plasma level of *hsa-miR-423-3p* has been positively correlated with fat loss in subjects with type 2 diabetes [52], suggesting that *bta-miR-423-3p* may be associated with fat-related traits. The abundance of FC *bta-miR-222* negatively correlated with both YP and RA. *MiR-222* was strongly down-regulated upon differentiation of both primary and established myogenic cells [53], and overexpression of *miR-222* consequently silenced *Rbm24*, resulting in the inhibition of myoblast fusion in mouse satellite cells [54], indicating that *bta-miR-222* may be associated with muscle-related traits.

Despite moderate to high heritability estimates of carcass traits in Japanese Black cattle [55–58], carcass traits are highly polygenic and regulated by multiple polygenes. Thus, for the feasibility of using miRNAs as early indicators of carcass traits, multiple miRNAs should be identified to correlate to a single carcass trait. The overall predictive values of these miRNAs could then be determined by multiple regressions or predictive models based on machine learning algorithms. The candidate miRNAs identified in the present study would serve as fundamental data for future applications in deciding optimum slaughter age for individual Japanese Black fattened steers.

The present study had some notable limitations. Due to the small samples for the comprehensive analysis of plasma miRNA during the fattening periods (the same three individual samples for each time point), statistical power must be limited, and therefore chronological changes in the abundance of miRNAs have not been fully captured. In addition, correlation analyses using relatively small samples (28 individual samples) may miss several correlations of miRNAs with carcass traits. Therefore, larger samples collected from several different farms should be investigated in future study. Tissue-specific profiles including single cell RNA-seq analysis of the candidate miRNAs should also be performed to elucidate potential sources and mechanical insights of these miRNAs. Furthermore, in vitro functional analyses need to validate the potential roles of the miRNAs.

## Conclusions

In the present study, we investigated plasma EX and FC miRNA profiles during the fattening period in Japanese Black cattle. We found 1,071 miRNAs including 39 novel miRNA candidates. A total of 330 miRNAs were measurable and commonly detected in EX and FC fractions during the fattening period, the profiles of which were similar at 20 and 25 months, but collectively different at 30 months. We identified 86 and 80 DE-miRNAs between 25 and 30 months in EX and FC fractions, respectively. Among them, four miRNAs exhibited significant correlations with several carcass traits. Despite the limited number of samples analyzed, these results may support the usefulness of plasma miRNAs as potential early indicators of carcass traits in Japanese Black cattle.

## Supplementary Information

Supplementary Material 1: Fig. S1. Sequence length distribution of the small RNA-seq reads. Fig. S2. Comparison of known and candidate novel miRNAs. Fig. S3. Number of miRNAs present at different ages during the fattening period.

Supplementary Material 2: Table S1. Information for the three steers used for small RNA-seq.

Supplementary Material 3: Table S2. Results of whole-genome resequencing of Japanese Black cattle.

Supplementary Material 4: Table S3. List of 11 EX and 15 FC DE-miRNAs used for qRT-PCR analysis and their respective forward primer sequences.

Supplementary Material 5: Table S4. Small RNA-seq quality statistics and mapping results.

Supplementary Material 6: Table S5. List of miRNAs mapped to the Japanese Black cattle genome.

Supplementary Material 7: Table S6. List of 41 candidate novel miRNAs.

Supplementary Material 8: Table S7. Number of miRNAs whose CPM-normalized counts > 5 for at least 3 of all the 9 samples in each plasma fraction.

Supplementary Material 9: Table S8. Trend in the average abundance of the top 10 most abundant miRNAs at different ages.

Supplementary Material 10: Table S9. DE-miRNAs between 25 and 30 months of age.

Supplementary Material 11: Table S10. Basic statistics of qPCR quantification results.

Supplementary Material 12: Table S11. Target genes for bta-miR-150, -30b-5p, -423-3p, and -222.

## Data Availability

The data supporting the findings of this study are shown in this published article and its supplementary information files. All raw RNA sequencing data have been deposited in the DDBJ Sequence Read Archive (DRA; https://www.ddbj.nig.ac.jp/dra/index-e.html) under the accession number PRJDB20183. The processed data such as raw count data and CPM normalized count data have been deposited in the GEO repository (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE319307. Since the whole genome sequencing data of Japanese Black cattle is property of the Japanese Black cattle producers in Japan and this information is commercially very sensitive, the data will be available upon reasonable request.

## Abbreviations

BP: Biological processes
BTA: Bos taurus
CC: Cellular components
CPM: Counts per million
CW: Cold carcass weight
DAVID: Database for Annotation, Visualization and Integrated Discovery
DE: Differentially existed
EX: Exosomal
FC: Non-exosomal free circulating
FDR: False discovery rate
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
MF: Molecular functions
miRNA: MicroRNA
MDS: Multidimensional scaling
MS: Marbling score
QTL: Qualitative trait locus
RA: Ribeye area
RT: Rib thickness
RT-qPCR: Reverse transcription-quantitative PCR
SF: Subcutaneous fat thickness
RNA-seq: RNA sequencing
TMM: Trimmed mean of M values
YP: Estimated yield percentage

# Supplementary material for: Comprehensive analysis of plasma exosomal and non-exosomal microRNA profiles identifies potential early indicators of carcass traits in Japanese Black cattle
**Source:** BMC Genomics. 2026 Apr 6;27:494. doi: 10.1186/s12864-026-12820-w
**Supplement:** Supplementary file 1 — Supplementary Material 1: Fig. S1. Sequence length distribution of the small RNA-seq reads. Fig. S2. Comparison of known and candidate novel miRNAs. Fig. S3. Number of miRNAs present at different ages during the fattening period.

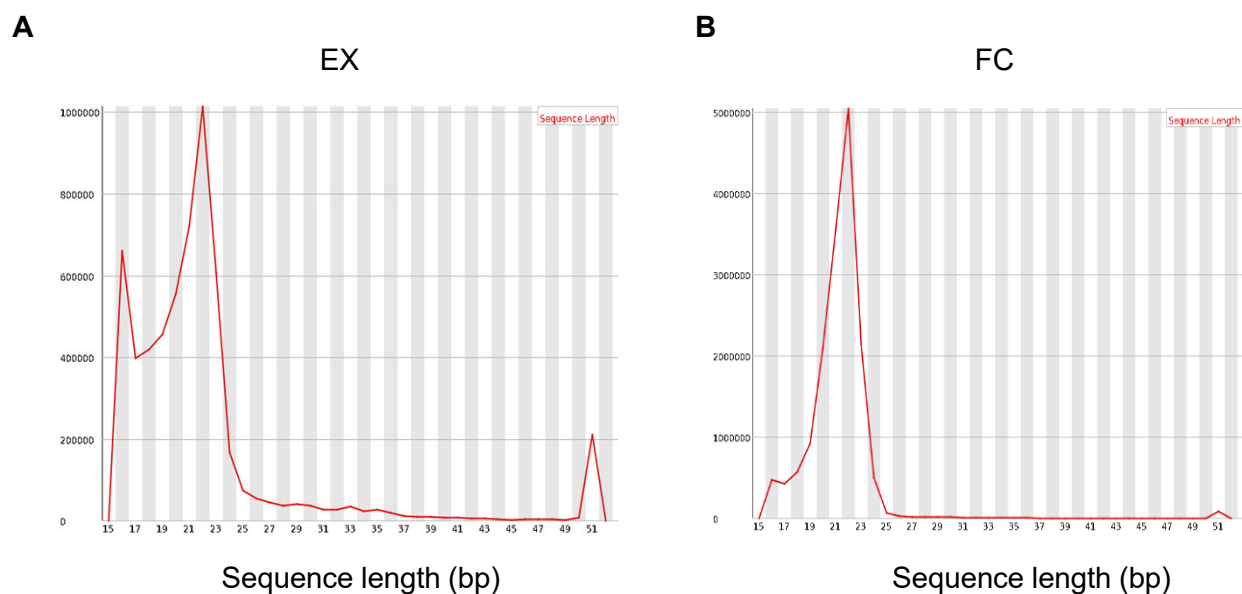

**Fig. S1. Sequence length distribution of the small RNA-seq reads.**

**(A)** and **(B)** Sequence length distribution of the sequencing reads for EX and FC miRNAs, respectively, showing the peak at 22 nucleotides. Representative data of the samples at 20 months of age were shown.

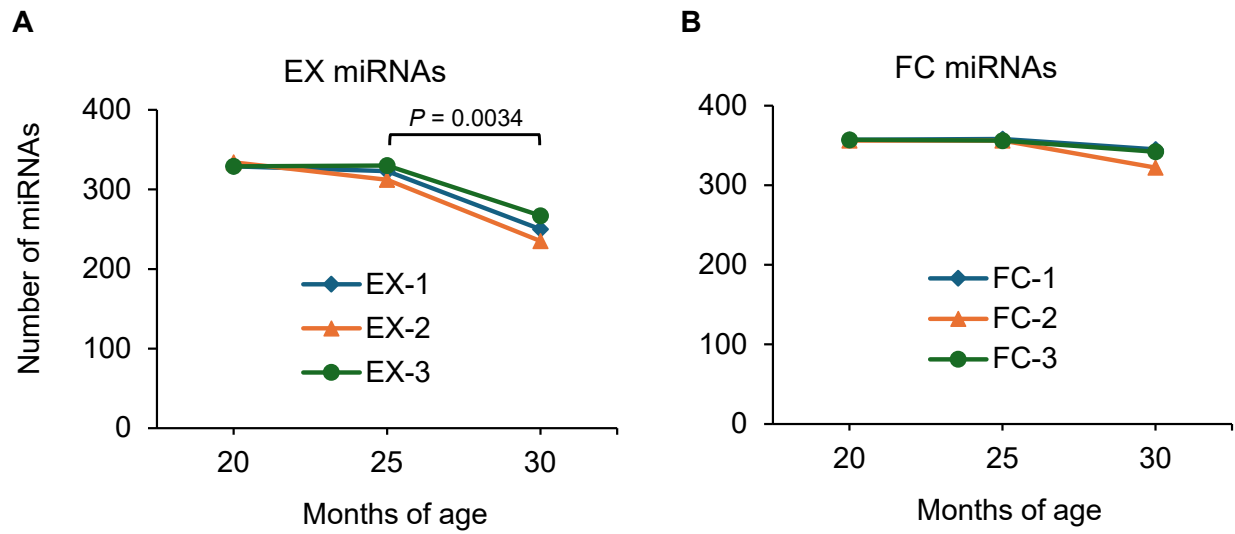

**Fig. S3. Number of miRNAs present at different ages during the fattening period.**

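Among the 358 miRNAs selected in FC, steers 1, 2 and 3 had 357, 356 and 357 present miRNAs at 20 months, 358, 356 and 356 at 25 months and 344, 320 and 341 at 30 months. The means ± SD were 357 ± 0.577, 357 ± 1.15 and 335 ± 13.1. From 25 to 30 months the number fell by 14, 36 and 15, a mean change of −21.7. The exact two-sided sign-flip test gives p = 0.25, and the exact one-sided test over the choices of 1 age per steer gives p = 0.037, in each case the smallest p possible with 3 steers. At the molecule number implied by the 30 months libraries, the FC number rose by 5.33. This molecule number is probably set too low. When only the 25 months profile was drawn at it, the miRNAs lost amounted to 178% of the mean fall. At 2 and 4 times the number they amounted to 77.7% and 31.5%.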

(A) and (B) Line graph showing the trend in the number of EX and FC miRNAs, respectively, present in each steer at different ages during the fattening period. The number of EX miRNAs was significantly reduced at 30 months of age.

How the deposited data were processed for this re-analysis (not part of the article)

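The data are 18 small RNA libraries, 9 EX and 9 FC, from 3 steers at 3 ages. The authors deposited counts per miRNA, which are expected counts where reads are shared, and CPM values, both for all libraries. The counts were used for the tests, and the CPM values to check the rows of the counts. The labels number the replicates 1 to 3 at each age. Steer number and sampling age come from Table S1A, which lists the same 3 steers at each age, and the paper compares ages by a paired test.

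In 4 FC libraries the counts stood 1 row away from the CPM values in the lower part of the table. A count was kept where it matched the CPM value times the library total, within a relative tolerance of 0.001 or 0.02 counts. Where it did not match, it was recomputed from the CPM value. Keeping the deposited rows is an added alternative. No pair of libraries in the same group is a copy of another: over 18 pairs, the smallest chi-square per degree of freedom was 205.

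Counts were rounded, filtered at CPM > 5 in at least 3 of the 9 libraries of a fraction, normalized by TMM and fitted in edgeR 4.0.16 by the quasi-likelihood method, with age and steer in the model. R was version 4.3.3, with limma 3.58.1 and DESeq2 1.42.0 for an alternative. Tables and permutation tests used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 drew the figures. P values were adjusted by the method of Benjamini and Hochberg within each contrast. The interaction test used all 18 libraries and the 330 common miRNAs, with steer as a block; pairing the 2 libraries of a plasma sample is an added alternative. The filter, the normalization, the tests, the alternatives to them and the rule for named miRNAs were set before the data were examined. The realignment of rows, the setting with implied molecule numbers, the cell lists and the values of *bta-miR-194* were added later.

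The named miRNAs are those the paper names from the sequencing data or relates to a carcass trait, the qPCR control, the candidate miRNAs it names, and in each fraction the 3 higher and 3 lower DE-miRNAs with the smallest FDR among those changed the same way in all 3 steers, with ties in FDR decided by the larger |log2 fold change|. The top 10 are named where the top 10 are reported.

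The implied molecule number was found from the most common whole count of a 30 months library, within a window of a factor of 1.25. The library total divided by this count is the implied number. The counts of a 30 months library were divided by its most common count. The 20 and 25 months libraries of the same steer and fraction were drawn at random at the same molecule number, 20 times. Multiples 2 and 4 of the number were added after the result at the number itself was seen. The window was also chosen after the data were seen.

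The method was tried on simulated counts with the spread of these data. It recovered 36% of 200 changed miRNAs among 345 in EX, with 1.4% of the calls unchanged in truth, and 64% among 358 in FC, with 2.3%. The likelihood ratio test recovered 40.5% and 71%, with 2.4% and 4.1% of its calls unchanged in truth.

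The reference gene table was not used here, since miRNA names and sequences come from the paper's tables. The read mapping, the qPCR data, the carcass records, the target prediction and the pathway enrichment were not analysed here.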

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

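The tests of the fraction difference at the implied molecule number, at its multiples 2 and 4 and with plasma sample as a block were chosen only after the result was seen.

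The change from 25 to 30 months differed between EX and FC for 25 of 330 common miRNAs (interaction test, FDR under 0.05), a comparison the paper does not make. There were 64 at unadjusted p under 0.05. With EX and FC libraries of the same plasma sample paired, which was tried after the result was seen, the number was 44. For 24 of the 25 the log2 fold change was lower in EX than in FC, and for 1 it was higher. The 24 include *candidate-miR-40*, which rose in both fractions, and less so in EX. All 3 EX libraries at 30 months had 0 counts for 20 of them, and the median abundance of the 25 in EX at 25 months was 26.7 CPM. The labels EX and FC can be swapped within steers in 4 ways, and 1 of the 4, the real one, gave as many. A share below 0.25 is therefore impossible and chance cannot be excluded by this test.

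A technical explanation is that fewer RNA molecules entered the EX libraries at 30 months, each sequenced many times over. In these libraries the low counts gather around 84, 76 and 41 counts in steers 1, 2 and 3, which correspond to 42.2, 76.7 and 37.9 CPM. Each library was then put at the number implied by the 30 months library of its own steer and fraction. These numbers were 13044 to 26410 molecules in EX and 120508 to 243595 in FC, so the fractions were not at equal numbers. The median number of miRNAs that differed over 20 draws was then 0 (range 0 to 6). At 2 and 4 times these molecule numbers it was 0 (range 0 to 1). The result is consistent with fewer molecules at 30 months. Drawing also lowers the power of the test, which was not separated from the effect itself. With at least 1 count in every library, a filter that removes miRNAs lost at 30 months, 1 remained. Its log2 fold change was higher in EX than in FC, and 0 with a lower one in EX remained. The biological explanation in the design, a loss of most of these miRNAs from exosomes with age, cannot be told apart from it.

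Between 20 and 30 months, 46 DE-miRNAs were found in EX (12 higher and 34 lower) and 25 in FC (10 higher and 15 lower). The paper lists only the contrast of 25 and 30 months. In each fraction 1 of the 4 ways to swap the age labels within steers gave as many. At the implied molecule number the median was 38 in EX and 42 in FC, so calls were still made at this setting. Their overlap with the 46 and 25 is not given here, so it is open how many of those remain. Drawn down to the smallest library total, the numbers were 41 and 27.

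Between 20 and 25 months, 1 DE-miRNA was found in EX, *bta-miR-12034* (log2 fold change 4.53, standard error 0.61, FDR 0.0216). Its CPM in steers 1, 2 and 3 was 34.1, 26.6 and 18.7 at 20 months, 354, 896 and 721 at 25 months and 158, 571 and 874 at 30 months. Of the 4 ways to swap labels, 1 gave as many. It was lost without replicate 2, and DESeq2 gave 3 DE-miRNAs. In FC 0 were found, with 13 at unadjusted p under 0.05, and 4 of the 4 ways to swap labels gave as many. Every labelling reaches a number of 0, so the swap tests nothing there. No cause of the single change was tested.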

How the results depend on the processing

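The settings with rows as deposited, with implied molecule numbers, with plasma sample as a block and with scatter taken out were chosen only after the result was seen; the others were planned. The 33 log2 fold changes of named miRNAs were set against alternatives in 566 comparisons, of which 492 left the fold change the same, 46 made it weaker, 13 made it stronger and 15 reversed it. Of the 516 planned ones, 454, 42, 12 and 8 did so. The numbers of DE-miRNAs and the other results are not part of this tally, and many of them moved more.

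EX, 30 against 25 months (49): the likelihood ratio test gave 90, only the 2 ages compared 32, DESeq2 85 and leaving out 1 replicate 0 to 18. By steer left out the values were 18 without replicate 1, 0 without replicate 2 and 1 without replicate 3. The fit without steer as a block gave 66.

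EX, 25 against 20 months (1): DESeq2 gave 3, no filter 2, mean CPM of at least 50 2, leaving out a replicate 0 to 1 and the implied molecule number 4. With no block it stayed 1.

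EX, 30 against 20 months (46): the likelihood ratio test gave 83, only the 2 ages compared 27, library size only 28, DESeq2 78 and leaving out 1 replicate 0 to 12. Without replicate 1 it was 2. No replicate block gave 54.

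FC, 30 against 25 months (56): DESeq2 gave 80, the likelihood ratio test 79, no filter 72, at least 1 count in every library 70, only the 2 ages compared 30, leaving out 1 replicate 1 to 54 and the rows as deposited 10. Dropping the block gave 60.

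FC, 25 against 20 months (0): leaving out 1 replicate gave 0 to 1. With no block it stayed 0.

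FC, 30 against 20 months (25): the likelihood ratio test gave 53, on only the 2 ages compared 44, DESeq2 50, no filter 52, mean CPM of at least 50 40, leaving out 1 replicate 1 to 10 (5 without replicate 2), the rows as deposited 2 and the implied molecule number 42. Dropping the block gave 27.

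Difference between EX and FC (25): the likelihood ratio test gave 41, mean CPM of at least 50 3, at least 1 count in every library 1, leaving out 1 replicate 0 to 10, plasma sample as a block 44 and the implied molecule number 0. Without steer as a block it was 26. RLE, library size only, drawing down and the rows as deposited gave 25, 22, 21 and 31.

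The share of lower DE-miRNAs in EX (73.5% of 49) was 50.0% with library size only, 60.0% with mean CPM of at least 50 and 63.3% with at least 1 count in every library. In FC (64.3%) it was 52.6% with upper quartile. The median log2 fold change over all selected miRNAs was −0.51 in EX and −0.20 in FC with TMM, −0.43 and −0.17 with RLE, −0.04 and −0.08 with library size only and −0.44 and −0.03 with upper quartile. Between 20 and 30 months in EX, 12 DE-miRNAs were higher and 34 lower in the main fit. Library size only gave 13 and 15, at least 1 count in every library 23 and 23, and the likelihood ratio test 14 and 69. The balance of higher and lower miRNAs therefore depends on the normalization and the filter.

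The number of miRNAs selected in EX (345) was 170 with CPM > 5 in all 9 libraries, 300 with CPM > 10 and 400 with CPM > 1. In FC (358) it was 246, 297 and 488, and 372 with the rows as deposited.

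The fall in present miRNAs in EX (−70.67) was −62.33 with CPM > 5, −69.33 with at least 10 counts, −124 over all miRNAs and −75.0 to −67.5 on leaving out 1 replicate. It reversed to 15.5 at the implied molecule number. In FC (−21.67) it was −13.33 with CPM > 5 (p = 0.0741, exact one-sided test over 27 choices), −27.33, −193, −25.5 to −14.5 and −37.0 with the rows as deposited, and it reversed to 5.333 at the implied molecule number.

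The excess distance in EX (1.42) was 2.08 with a prior count of 0.25, 1.30 with mean CPM of at least 50 and 0.948 drawn down. In FC (0.82) it was 1.22, 0.503 and 0.761. With the scatter within groups taken out, the distance was 1.91 in EX and 1.08 in FC.

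DE-miRNAs of FC above 50 CPM (35) fell to 6 with the rows as deposited.

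Of the named miRNAs, *candidate-miR-3* in EX (log2 fold change −0.08) reversed to 0.384 with library size only, 0.01 with DESeq2, 0.257 drawn down, −0.342 to 0.061 on leaving out 1 replicate and 1.81 at the implied molecule number. *candidate-miR-17* in EX (−0.16) reversed to 0.221 with library size only and ranged from −1.184 to 0.233 on leaving out 1 replicate. *candidate-miR-30* in FC (−0.15) reversed to 0.035 with upper quartile and ranged from −0.345 to 0.218 on leaving out 1 replicate. With the rows as deposited, *bta-miR-93* in FC reversed to −10.44, *candidate-miR-3* to 3.46, *candidate-miR-17* to −0.86, *candidate-miR-40* to −10.14, *candidate-miR-38* to −3.65 and *bta-miR-885* to 3.20. *bta-miR-423-3p* in EX became −0.77 (FDR 0.1) with library size only. *candidate-miR-30* in EX became 1.27 (FDR 0.0465) with library size only.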

Differences from the paper's values

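The comparison with bases 2 to 7 and the implied molecule number were chosen only after the result was seen.

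The paper reports 86 DE-miRNAs in EX between 25 and 30 months, against 49 here. The likelihood ratio test gave 90, DESeq2 85 and the fit without steer as a block 66, which come closer to the paper's number. The difference remained with only the 2 ages compared (32), the likelihood ratio test on only these (57), RLE (45), library size only (42), upper quartile (46), no filter (37), mean CPM of at least 50 (35), at least 1 count in every library (49), drawing down (50), counts not rounded (48) and leaving out 1 replicate (0 to 18). Table S9 lists a likelihood ratio statistic, and that test calls all 86 miRNAs of the table. This is consistent with the choice of test as the source of the difference, since 90 is reached by changing the test alone.

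The paper reports 80 DE-miRNAs in FC and 56 were found here. DESeq2 gave 80, the likelihood ratio test 79, no filter 72, at least 1 count in every library 70 and the likelihood ratio test on only the 2 ages compared 68. RLE (59), upper quartile (57), no replicate block (60), drawing down (56), counts not rounded (56) and mean CPM of at least 50 (54) changed it little, while library size only (46), only the 2 ages compared (30) and leaving out 1 replicate (1 to 54) lay lower. The paper states 36 EX and 40 FC DE-miRNAs above 50 counts, against 37 and 35 here. The likelihood ratio test gave 40 in EX and 40 in FC, and TMM-normalized CPM gave 36 and 35.

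The paper states that *bta-miR-142-5p* was more abundant at 20 and 25 than at 30 months in both fractions. The direction is the same here. In FC the FDR against 25 months was 0.0558, above the paper's own limit. It fell below the limit with the likelihood ratio test (0.0123), this test on only the 2 ages compared (0.0346), no replicate block (0.0309), library size only (0.0421), DESeq2 (0.0137), no filter (0.00967), mean CPM of at least 50 (0.0175), at least 1 count in every library (0.0401) and the implied molecule number (0.0105). These alternatives are for 25 months only. Against 20 months, the FDR of *bta-miR-142-5p* was 0.173 in FC (log2 fold change −0.82) and 0.0144 in EX (log2 fold change −1.70). For *bta-miR-192* the direction is also the same, with FDR 0.145 in EX and 0.0593 in FC against 25 months.

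The paper describes a decreasing trend with age in the number of EX miRNAs for all steers. Steer 3 went from 328 at 20 months to 329 at 25 months. The fall at 30 months was seen in all 3 steers.

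The paper states that all EX samples at 30 months form a cluster in the MDS plot. Here their mean distance to each other was 3.12 and to the earlier EX libraries 3.16.

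The paper states that *candidate-miR-7* and *candidate-miR-13* have the seed of known bovine miRNAs. Among the 1030 known miRNAs of the table, 0 share bases 2 to 8 with either of them. With bases 2 to 7, 2 share them with *candidate-miR-7* and 0 with *candidate-miR-13*. Known miRNAs outside the table were not used here.

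The paper describes 15 and 28 miRNAs as existing exclusively in EX and FC. All 15 and 27 of the 28 had a count in the other fraction.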

Other observations

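The tests of the minimum copy number, the cell lists, the shifted rows, *bta-miR-194*, the multiples of the molecule number and the distance with scatter taken out were chosen only after the result was seen.

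Fewer miRNAs were present at 30 months in each fraction. Smaller library totals do not explain this. In 1 random draw down to the smallest total of the fraction, the 25 months libraries of steers 1, 2 and 3 went from 322, 311 and 329 to 319, 308 and 325 present miRNAs in EX, and the 30 months libraries from 249, 234 and 267 to 246, 231 and 263. The library of steer 2 at 30 months sets the smallest total, so its loss of 3 comes from rounding of the counts alone. Equal totals thus removed few miRNAs, and the mean change came out at −70.67 as before. In FC the draw removed at most 1 miRNA from a library, and the mean change was again −21.67. A few miRNAs taking up the counts do not explain it either: without the 10 most abundant, the change was −71.33 in EX and −21.67 in FC.

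Fewer RNA molecules sequenced many times over could explain it. Drawn down to equal totals, each EX library at 20 or 25 months had at least 86 miRNAs with a count above 5 and up to 20. The EX libraries at 30 months had 8 to 14. As counted, these numbers were at least 55 and 8 to 15. At 30 months, low counts instead gathered around 84, 76 and 41 counts, with 8, 7 and 5 miRNAs between 0.5 and 0.8 of the value. The most common count of earlier EX libraries was 12, 16 and 45 at 20 months and 21, 32 and 41 at 25 months, with 13 to 30 miRNAs in that range below it. The value itself is thus not particular to 30 months in steer 3, but the lack of counts below it is. A minimum copy number set on the reads does not account for this, since 20 miRNAs in the 3 libraries together lay between 0.5 and 0.8 of the value. When only the 25 months profile was drawn at the implied molecule number and set against the 30 months libraries as counted, the miRNAs it lost amounted to 160% of the mean fall in EX and 178% in FC. The drawn profile thus had fewer miRNAs than the 30 months libraries, so the number is probably set too low. At 2 and 4 times this number the loss was 113% and 72.6% in EX, and 77.7% and 31.5% in FC. The fall is consistent with a low number of molecules, and how much of it is explained depends on a number that is poorly known, above all in FC.

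The same explanation does not fully account for the shift of the profiles. At the implied molecule number the excess distance of the 30 months libraries fell from 1.42 to 0.226 in EX and from 0.82 to 0.249 in FC. In 0 of 20 draws was another choice of ages larger. With the scatter within groups taken out, the distance between mean profiles was 0.67 in EX and 0.751 in FC at the implied molecule number, against 1.91 and 1.08 with all counts. At 2 times the number the excess was 0.293 and 0.34, and at 4 times 0.377 and 0.447. The number of lower DE-miRNAs went from 36 to a median of 22 in EX and from 36 to 36.5 in FC. Part of the difference therefore remained at all 3 settings.

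The 30 against 25 months counts of DE-miRNAs were reached in 1 of the 4 ways to swap labels within steers, the real one, in EX and likewise 1 in FC. This test could not give a smaller share with 3 steers.

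Lists of miRNAs known from cell types were compared with 10000 random lists, for 7 lists written after Table S9 had been read. The lymphocyte list had a median log2 fold change of −2.14 in EX and −1.69 in FC between 25 and 30 months, at percentiles 0.04 and 0 of the random lists, with 6 and 7 of its 8 miRNAs called as DE. Less RNA from lymphocytes may lie behind this, but the list was written with the result in view and cannot decide it. Of the other lists, the leukocyte list lay at percentiles 0.03 in EX and 0.06 in FC, the myeloid list at 8.6 and 13.4, the liver list at 95.0 and 96.4 and the epithelium list at 95.6 and 99.3. The muscle list had a median log2 fold change of 0.42 in EX, with opposite signs among the steers, and 0.86 in FC, with a rise in all 3 steers, and lay inside the central 95% of the random lists in both. The erythrocyte list fell in all 3 steers in each fraction, at percentiles 4.25 in EX and 3.26 in FC, narrowly inside the central 95% of the random lists. RNA from red blood cells is thus not singled out as an explanation, but a contribution is not ruled out.

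In the deposited counts, *bta-miR-93* stood at 0.904, 4.72, 11.1 and 0 CPM in the 4 shifted FC libraries, against 11010, 22640, 14730 and 19780 CPM after the rows were realigned. Of the values below the first difference, 99.78% equalled the next row of the CPM table. Anyone using these counts as they stand would obtain other results in FC, such as 10 DE-miRNAs in place of 56.

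The paper used *bta-miR-93* as the control of its qPCR and describes its abundance as relatively constant. Between 25 and 30 months it went from 11400 ± 3260 to 20000 ± 5770 CPM in EX (mean ± SD, 3 libraries; log2 fold change 0.37 after TMM, FDR 0.469) and from 11900 ± 1970 to 19000 ± 4010 CPM in FC (0.54, FDR 0.102). The qPCR samples were all taken at 30 months, so a change with age does not bear on them directly.

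In EX, *bta-miR-194* was at 0 in 7 of the 9 libraries, and *bta-miR-194b* had 126 to 369 CPM in exactly these 7 and 0 in the other 2. In FC, *bta-miR-194* had 3767 to 26514 CPM in all 9. The sequence of *bta-miR-194b* is the reverse complement of bases 1 to 20 of *bta-miR-194*. Reads of the one counted under the other do not explain the pattern, since the highest *bta-miR-194b* value was 6.74% of the lowest *bta-miR-194* value in the other EX libraries. Its cause was not found.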
